A study of Homo sapiens with 4 samples. Its data were reported in "Engrafted nitrergic neurons derived from hPSCs improve gut dysmotility in mice" (2025).

How the data were processed

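Nuclei of enteric ganglioids differentiated from H9 human embryonic stem cells were profiled in 4 samples, 2 control and 2 treated with PP121. The authors prepared droplet libraries of nuclei with hashtag labels, assigned UMIs to genes with kallisto and bustools, and deposited 1 matrix per sample with a table of annotations per nucleus. The deposited count is the number of UMIs of a gene in a nucleus; every entry was whole, and the sum of each column equalled the total that the authors list for that nucleus. Each matrix held 36601 features, named by gene symbol alone. Whether intronic reads were counted, whether strand was used and which genome build was indexed are not stated, so no coordinates are given, and antisense genes and genes that overlap others are uncertain. The deposited percent of mitochondrial and of ribosomal counts per nucleus was used as deposited to describe nuclei.

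The matrices hold all deposited nuclei, and a class is annotated for 14812 of the 25306. The study removed nuclei beyond its limits of 7000 features, 40000 UMIs or 10% mitochondrial counts, or below a minimum number of features, and then clusters of low quality. Nuclei annotated by the authors are those kept here, with their class (enteric neuron, progenitor 1 and 2, mesenchymal, epithelial, unknown) and their transmitter identity taken as deposited. Per the study's methods, a nitrergic (NO) neuron has a value of NOS1 above 0 after imputation and a positive score for a module of NO genes, so an annotated nucleus need not hold a NOS1 UMI. Every annotated nucleus but 1 was within the limits. From within the limits the annotation left out 372 nuclei (7.99%) of control replicate 1 and 196 (6.08%) of control replicate 2, and none of the PP121 samples. The nuclei left out had a median of 4.45% and 4.47% ribosomal counts, against 0.931% and 0.853% in the annotated nuclei of the same samples. As an added alternative they were put back with the class of most of their 15 nearest annotated neighbours, which returned the class of 92.0% of annotated nuclei in 5-fold cross-validation. The setting with every deposited nucleus gave all unannotated nuclei a class in the same way. Their median was 666 to 822.5 UMIs per sample. The cross-validation on deeper annotated nuclei does not measure the accuracy for them.

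Replicate 1 of both groups is dated day 42 and replicate 2 day 38 in the deposited annotation, so the replicate number marks a shared day and pairs the samples. Samples of the same number deviated together from their group means, with correlations across genes of 0.532 in all nuclei, 0.421 in enteric neurons, 0.284 in progenitors, 0.208 in NO neurons and 0.411 in other neurons. A further deposited column of sample names differs from the labels for the control samples, which were taken from the labels. Subtype names of neurons differ between the control and the PP121 annotation and were not compared. Shares of neurons in clusters of their own were not compared either, since among the 10 leading genes of each of the 10 neuron clusters 3 to 9 differed between treatments with the replicate as a block.

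Counts were summed over the nuclei of a class per sample. PP121 and control samples were compared with edgeR's quasi-likelihood test, two-sided, with TMM normalization, edgeR's filter on low counts and Benjamini-Hochberg adjustment at 0.05, without a block. The same fit with the replicate as a block, which leaves 1 residual degree of freedom, is given beside it where it changes a call. NO neurons were compared with other neurons with the sample as a block, and NOS1 was left out of those counts of genes because it defines the groups. The interaction of PP121 with the class (neurons or progenitors) was the interaction term of 1 fit over both classes. Shares of nuclei per sample were compared with an exact two-sided permutation test, whose p cannot go below 0.333 with 2 against 2 samples. Each share has an exact Clopper-Pearson interval at 95%, which covers counting error only. For shares of nuclei with a UMI of a gene, each nucleus was thinned to 2000 UMIs and shallower nuclei were left out. R2 was the squared Pearson correlation across genes of the natural log of mean expression plus 1, scaled to 10000 UMIs per nucleus.

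The comparisons, their tests, most alternatives and the rule for naming genes were fixed before the data were examined. The rule names, for each test, the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05, a mean of at least 10 CPM (counts scaled to library size) and both replicates of one treatment above both of the other; where none passes, it names the 3 genes with the smallest p. It adds 35 listed genes of NO synthesis, of the other transmitters and of receptor tyrosine kinases, some of which the study chose on these samples. The rule was applied to the fit without and with the block, and some genes that it covers are not reported here.

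Alternatives were DESeq2's size factors and Wald test, no filter and a filter of at least 10 counts in every sample, the replicate block, removal of doublet candidates, equal numbers of nuclei, other definitions of the NO neuron, other depths, and leaving out each sample. Scrublet's own threshold marked under 0.5% of nuclei, so the top 6% of scores in each sample were taken as doublet candidates instead (302, 237, 286 and 216 annotated nuclei in control replicates 1 and 2 and PP121 replicates 1 and 2). Seurat's Louvain clusters over all samples at resolutions 0.2 and 0.4, named by the deposited class of most of their nuclei, served as joint classes. The use of joint classes in the tests across genes was added after the results were seen. The mesenchymal and epithelial classes held fewer nuclei in some samples than the minimum set for a test and were not tested. The unknown class was not tested either, and both progenitor classes were tested together only. NO neurons with at least 2 NOS1 UMIs held 6 to 13 nuclei per sample, fewer than mesenchymal nuclei in any sample, and were tested as an alternative.

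On counts simulated from these samples with 200 genes changed by a log2 fold change of 2, the edgeR fit recovered 100% of them in enteric neurons without the block (20 false calls) and with it (12 false calls). In progenitors it recovered 99.5% and 100%, in NO neurons 91.5% and 94.5%, and in all nuclei 98.5% without the block. It recovered 100% between NO and other neurons and 94.5% for the interaction. False calls numbered 9 and 8 in progenitors, 9 and 5 in NO neurons and 35 of 232 calls in all nuclei. They numbered 19 of 219 calls between NO and other neurons and 22 of 211 for the interaction. No simulation is given for the interaction fit with the library as a block. Versions were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, scanpy 1.11.5, R 4.3.3, Seurat 5.3.0, edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1.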

Results

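Enteric ganglioids are 3D aggregates of enteric neurons and their precursors, here differentiated from H9, an established line of human embryonic stem cells. Single-nucleus RNA sequencing (snRNA-seq) was performed on 2 control samples and on 2 samples treated with PP121, an inhibitor of several receptor tyrosine kinases that was given at 2 µM from day 15 to day 20 of differentiation. In each group, the deposited annotation dates replicate 1 to day 42 and replicate 2 to day 38, so each dated day held 1 control and 1 PP121 sample. The study itself gives a single day for all 4 samples, which matches neither date. Whether the dates are days of collection is not known here. The deposited matrices held 8531 and 4846 nuclei for control replicates 1 and 2, and 6987 and 4942 nuclei for PP121 replicates 1 and 2. Their total counts were 49428774 and 33969959 UMIs in the control samples, and 42265737 and 29305639 UMIs in the PP121 samples. The nuclei annotated by the authors numbered 4283, 3030, 4587 and 2912 in the same order, with a median of 7007, 7071, 6289 and 6846 UMIs per nucleus. Their summed counts were 34123759, 24850084, 33970729 and 23348045 UMIs.

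The first question was whether PP121 changed the cellular composition of the ganglioids. Enteric neurons made up 53.7% (95% interval 52.2 to 55.2) and 41.3% (39.5 to 43.0) of annotated nuclei in control replicates 1 and 2, and 44.3% (42.8 to 45.7) and 33.5% (31.8 to 35.3) in PP121 replicates 1 and 2. The mean was 47.5% ± 8.82 (SD, n = 2) in control and 38.9% ± 7.59 (SD, n = 2) in PP121 samples, a difference of −8.60 percentage points that was smaller than the spread between control replicates (exact permutation p = 0.667). Within days the share of neurons differed by −9.47 points on day 42 and −7.74 points on day 38, and the counting intervals were apart on both days. With control replicate 1 left out, control stood at 41.3% against the PP121 mean of 38.9%. With control replicate 2 left out, it stood at 53.7% against 38.9%. Each of these comparisons sets 1 day of control against both days of PP121, so the change in size includes the difference between days. The alternative that moved this difference most among planned settings, apart from leaving out a sample, was the use of every deposited nucleus, with −2.38 points. With clusters made over all samples at resolution 0.2, the difference was −3.66 points, and the intervals overlapped on day 38.

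Set against these joint clusters, the deposited boundary between neurons and progenitors lay differently in control and PP121 samples; which of the boundaries moved with the treatment was not tested. Of the nuclei annotated as enteric neurons, 8.43% (194 of 2301) in control replicate 1 and 12.1% (151 nuclei) in control replicate 2 fell into the joint cluster named progenitor 1, against 0.0985% (2 of 2030) and 0.102% (1 of 976) in PP121 replicates 1 and 2. All comparisons by deposited class carry this difference.

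Progenitor 1 held 13.7% and 20.1% of nuclei in control replicates 1 and 2, and 26.1% and 17.2% in PP121 replicates 1 and 2. The pooled difference of 4.78 points was the mean of 12.4 points on day 42 and −2.86 points on day 38, so it did not hold within days. Under joint clusters at resolution 0.2 the pooled difference was −4.55 points. Progenitor 2 held 27.0% and 22.5% of control nuclei and 24.1% and 29.4% of PP121 nuclei, with differences of −2.83 points on day 42 and 6.82 points on day 38. Under the same joint clusters both days were higher in the PP121 sample, by 2.60 and 10.0 points. Both deposited progenitor classes together made up 41.6% ± 1.38 (SD, n = 2) of control and 48.4% ± 2.59 (SD, n = 2) of PP121 nuclei, higher by 9.58 points on day 42 and 3.96 points on day 38 (exact permutation p = 0.333, the smallest that 2 against 2 samples can give). With the nuclei left out of the control annotation put back, the share was higher by 4.97 points on day 42 and by 0.565 points on day 38, where the intervals overlapped. With every deposited nucleus the combined share of both classes differed by −3.32 points on day 42 and 4.54 points on day 38. Joint clusters at resolution 0.2 put 2189 of 4587 PP121 and 1826 of 4283 control nuclei of day 42 into these classes, a higher share with PP121. On day 38 they put 1322 of 2912 PP121 and 1423 of 3030 control nuclei there, a lower share with PP121.

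Mesenchymal nuclei followed the day and not the treatment. They made up 0.934% and 0.719% of the control and PP121 samples of day 42, and 13.5% and 14.5% of those of day 38. Nuclei of the annotated class "unknown" made up 4.11%, 1.98%, 4.60% and 4.16% in control replicates 1 and 2 and PP121 replicates 1 and 2, and epithelial nuclei 0.584%, 0.693%, 0.196% and 1.27%.

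**Figure D1:**
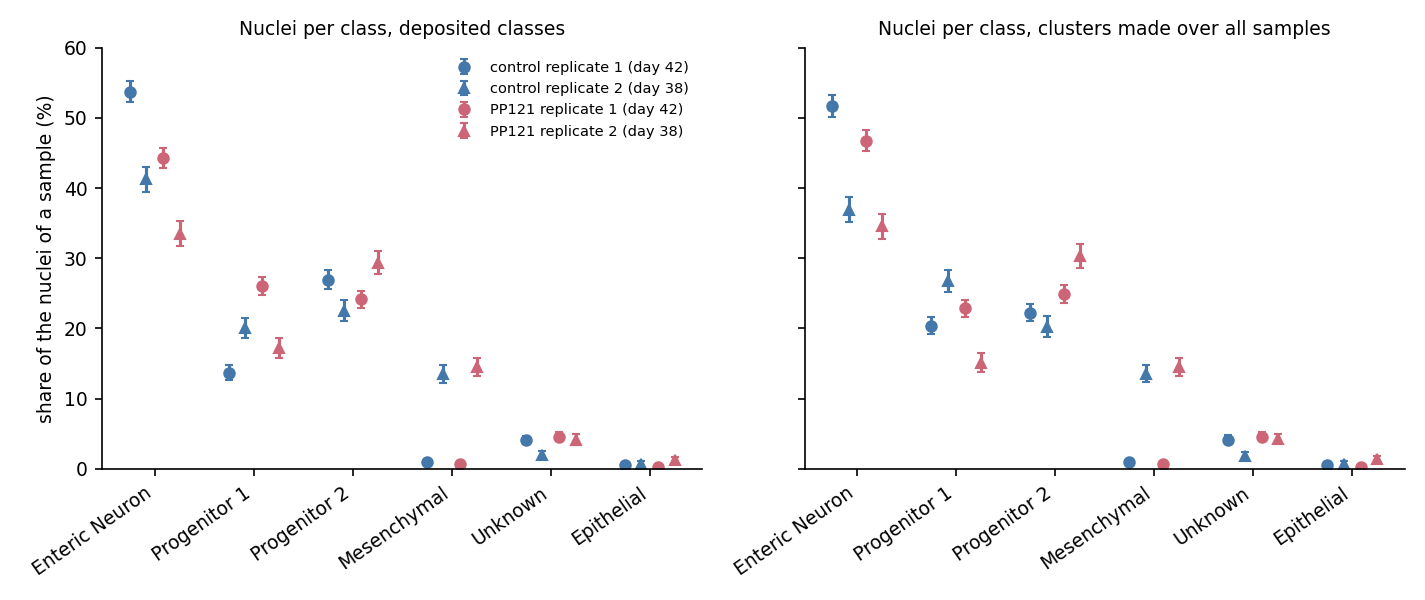
Share of the annotated nuclei of each sample (y axis, percent) in each class (x axis), for the deposited classes (left) and for clusters made over all samples (right); points are samples and bars are exact 95% binomial intervals. Enteric neurons differ by −8.60 percentage points between treatments with deposited classes and by −3.66 points with joint clusters, and progenitor 1 changes its pooled direction from 4.78 to −4.55 points.

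The next question was whether PP121 raised the share of NO neurons. After thinning to 2000 UMIs, a NOS1 UMI was present in 12 of 2291 neurons (0.524%) of control replicate 1, 11 of 1247 (0.882%) of control replicate 2, 16 of 2024 (0.791%) of PP121 replicate 1 and 9 of 974 (0.924%) of PP121 replicate 2. The means were 0.703% ± 0.253 and 0.857% ± 0.0944 (SD, n = 2 each), with differences of 0.267 points on day 42 and 0.0419 points on day 38, and the intervals overlapped on both days (exact permutation p = 0.667). A difference of this size was not detectable at this depth. Over all samples 0.734% of neurons had a NOS1 UMI (median 7498 UMIs before thinning), against 0 of 898 mesenchymal nuclei (median 7688.5 UMIs), a count that allows a share of up to 0.410%. Progenitors, at 0.385% and 0.238% in classes 1 and 2, lay between these values, and 1 of 91 epithelial nuclei had a NOS1 UMI. Without thinning, mesenchymal nuclei of control replicate 2 and PP121 replicate 2 held 8 and 3 NOS1 UMIs (2.21 and 0.864 CPM). Progenitors of these samples stood at 1.81 and 1.68 CPM and neurons at 5.14 and 8.45 CPM. Mesenchymal nuclei thus did not lie below progenitors in both samples without thinning. In deposited nuclei without an annotated class, a NOS1 UMI was present without thinning in 0.612%, 0.771%, 0.833% and 0.690% in the same order of samples, at a median of 666, 807, 822.5 and 708.5 UMIs. The intervals of these shallower nuclei, whose cell type is not known here, overlapped those of the thinned neurons in each sample. Without thinning the direction of the pooled difference changed, to −0.271 points.

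The deposited nitrergic identity rests on imputed values and covered far more nuclei. It was given to 19.6% and 18.6% of the neurons with a subtype in control replicates 1 and 2, and to 19.0% and 9.95% in PP121 replicates 1 and 2. The difference was −0.678 points on day 42, with overlapping intervals, and −8.69 points on day 38, with intervals apart (exact permutation p of the pooled difference = 0.667). Neurons without a subtype, which are not in these shares, numbered 16 and 16 in control and 143 and 61 in PP121 samples. Over all neurons of joint clusters the identity was held by 19.4%, 19.2%, 16.7% and 9.05%, with differences of −2.69 points on day 42, with overlapping intervals, and −10.2 points on day 38, with intervals apart (exact permutation p = 0.333). In unthinned nuclei, 9.13%, 10.4%, 9.22% and 18.7% of the nitrergic neurons held a NOS1 UMI in the same order of samples, against 0.462% of other neurons over all samples. The median depth was 7516.5 UMIs in nitrergic and 7320 UMIs in other neurons.

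Other transmitter genes were compared in the same way, as a family of 17 genes of which 16 had a UMI. The PP121 samples lay on one side of both control samples for 7 genes, higher for 2 and lower for 5. Chance puts 33.3% of genes on one side if samples are exchangeable, which the shared days make doubtful. No gene passed (smallest permutation p = 0.333, Benjamini-Hochberg adjusted 0.81). SLC17A6, the transporter of glutamatergic neurons, was detected in 2.79% and 6.17% of control and 6.27% and 9.14% of PP121 neurons, higher by 3.48 points on day 42 and 2.96 points on day 38. CHAT, the enzyme of cholinergic neurons, was detected in 3.67% and 2.89% of control and 3.16% and 1.03% of PP121 neurons, with intervals apart on day 38 alone. GAD2 fell by 3.21 points on day 42 and by 2.25 points on day 38, with intervals apart on day 42 alone. In mesenchymal nuclei, SLC17A6 was detected in 0 of 405 and 2 of 420 nuclei of the control and PP121 samples of day 38. VIP had no UMI in any neuron, with an upper limit of 0.161% in control replicate 1 and 0.378% in PP121 replicate 2.

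To compare the transcriptomes as wholes, R2 of mean expression was computed between treatments and between replicates. R2 between PP121 and control was 0.987 in all nuclei, where the replicates gave 0.978 (control) and 0.967 (PP121). It was 0.979 in enteric neurons (0.984 and 0.975), 0.984 in progenitors (0.979 and 0.961) and 0.963 in NO neurons (0.974 and 0.961). The values between treatments rest on means over both days, and those between replicates on single samples of different days. Between single samples of the same day, R2 of PP121 and control was 0.989 (day 42) and 0.974 (day 38) in all nuclei, 0.980 and 0.971 in enteric neurons, 0.982 and 0.969 in progenitors, and 0.962 and 0.942 in NO neurons. These values are across genes, which are not independent replicates. A pair of single samples from different days gave the lowest values, with 0.951 in all nuclei between control replicate 1 and PP121 replicate 2.

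Genes that differed between treatments were then sought in the summed counts. In all nuclei, 0 of 24123 genes had an adjusted p under 0.05 in edgeR's test without a block, and 1113 had an unadjusted p under 0.05. With the replicate, and so the day, as a block, 213 genes passed, 171 higher and 42 lower with PP121. The alternative that moved the count most was DESeq2's size factors with the block, with 315 genes. The smallest p belonged to CDC20B (43 and 29 UMIs in control, 564 and 235 UMIs in PP121 replicates), with a log2 fold change of 3.46 (SE 0.31, edgeR adjusted p 0.931, with the block 0.00254). Of its UMIs, 521 in PP121 replicate 1 and 179 in PP121 replicate 2 came from 3 nuclei in each sample. AL137139.2 (log2 fold change 1.35) and C4orf47 (1.35) followed and did not pass without the block either. With the block 4 of the 5 largest rises were those of CFAP299 (2.85), AL008633.1 (2.18), CFAP47 (2.11) and AC105389.3 (1.96). CFAP299 held 66.3% and 65.5% of its UMIs in 10 nuclei of PP121 replicates 1 and 2. The largest falls were those of MT-ATP6 (−1.49), STXBP5-AS1 (−1.34), MT-CO2 (−1.18), MT-CYB (−1.13) and LINC01280 (−1.02). Mitochondrial transcripts made up 0.0334% and 0.0311% of control and 0.0162% and 0.0174% of PP121 counts.

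In enteric neurons, 0 of 21243 genes passed without a block and 2549 had an unadjusted p under 0.05. With the replicate block 3152 genes passed, 1694 higher and 1458 lower with PP121. With neurons taken from joint clusters 801 genes passed with the block, 546 higher and 255 lower, and 789 of these were among the 3152. Genes for which both PP121 samples lay on one side of both control samples made up 45.1% of those tested, where chance gives 33.3% if samples are exchangeable. The same share was 33.6% in all nuclei, 28.6% in progenitors, 49.5% in NO neurons and 43.5% in other neurons. Samples of the same day deviated together, which lowers the share that chance gives. Shares near or under 33.3% therefore do not show the absence of an effect. Without a block the smallest p belonged to AC092957.1 (log2 fold change 2.44, SE 0.23, edgeR adjusted p 0.318), CA10 (1.47, SE 0.16, adjusted p 0.377) and C4orf47 (0.97, SE 0.14, adjusted p 0.377), each higher in both PP121 samples. With the block the largest rises were those of AL008633.1 (2.46), AC092957.1 (2.45), SHOX (2.42), AC105389.3 (2.18) and AC092958.4 (2.07), and the largest falls those of LINC00326 (−1.81), STXBP5-AS1 (−1.65), MT-ND3 (−1.58), AC004949.1 (−1.53) and MT-ATP6 (−1.48). AC092958.4 alone among them did not pass with neurons from joint clusters (log2 fold change 1.84, edgeR adjusted p with the block 0.092), and AC004949.1 fell by 0.98 there.

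**Figure D2:**
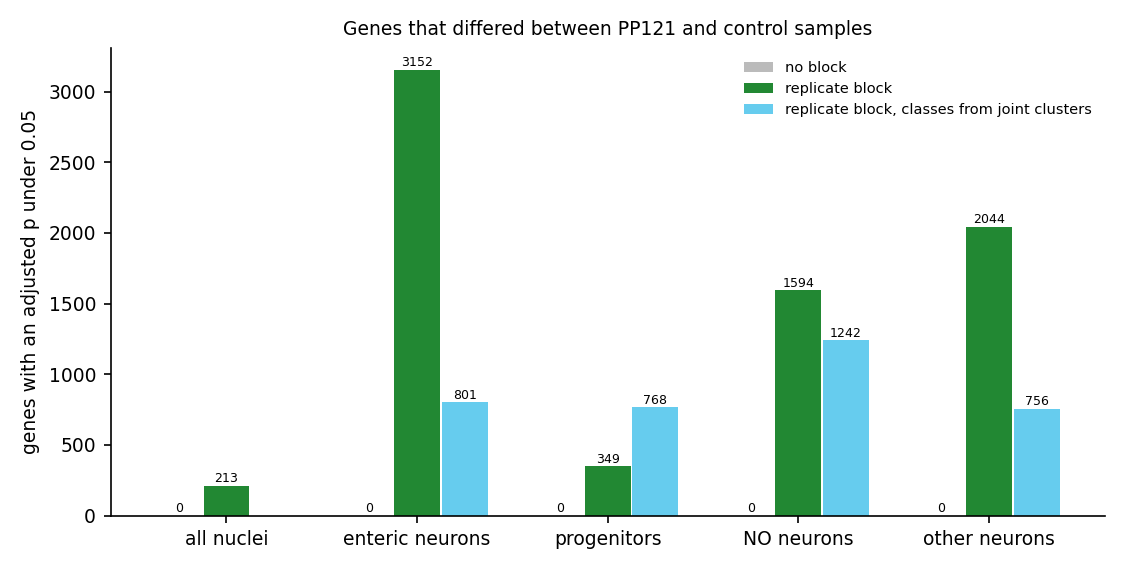
Genes with an adjusted p under 0.05 between PP121 and control samples (y axis) in each class of nuclei (x axis); bars are the fit without a block, with the replicate block, and with the block and classes from joint clusters. The fit without a block gives 0 genes in each class, and the blocked count in enteric neurons falls from 3152 to 801 with joint classes.

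Of the 35 listed genes, 31 could be tested in enteric neurons. Without a block 0 passed among all genes and 1 passed when adjusted over the list alone, TPH2 (log2 fold change −1.81, SE 0.33, unadjusted p 0.00102 in edgeR's test, lower in both PP121 samples, 80, 43, 20 and 9 UMIs); 5 had an unadjusted p under 0.05. With the replicate block 11 passed among all genes and 13 when adjusted over the list alone. NOS1 had 4.27 and 5.14 CPM (counts scaled to library size) in control and 6.42 and 8.45 in PP121 neurons (log2 fold change 0.69, SE 0.28, edgeR adjusted p 0.406, with the block 0.0417, with the block and joint neurons 0.153). SLC17A6 rose by 0.92 with the block (adjusted p 1.83e-05), and the control sample of day 38 lay close to the PP121 sample of day 42. CHAT changed by −0.63 with the block (adjusted p 0.0370) and by −0.78 with joint neurons (adjusted p 0.110). PDGFRA and PDGFRB, receptors among the targets of PP121, had at most 45 UMIs in the neurons of any sample and did not pass. In progenitors PDGFRA had 14 and 13 UMIs in control and 46 and 30 in PP121 samples (log2 fold change 1.33, SE 0.43, edgeR adjusted p 0.827, with the block 0.139). In all nuclei PDGFRA counts followed the mesenchymal class, with 365 and 669 of the 417 and 748 UMIs on day 38.

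**Figure D3:**
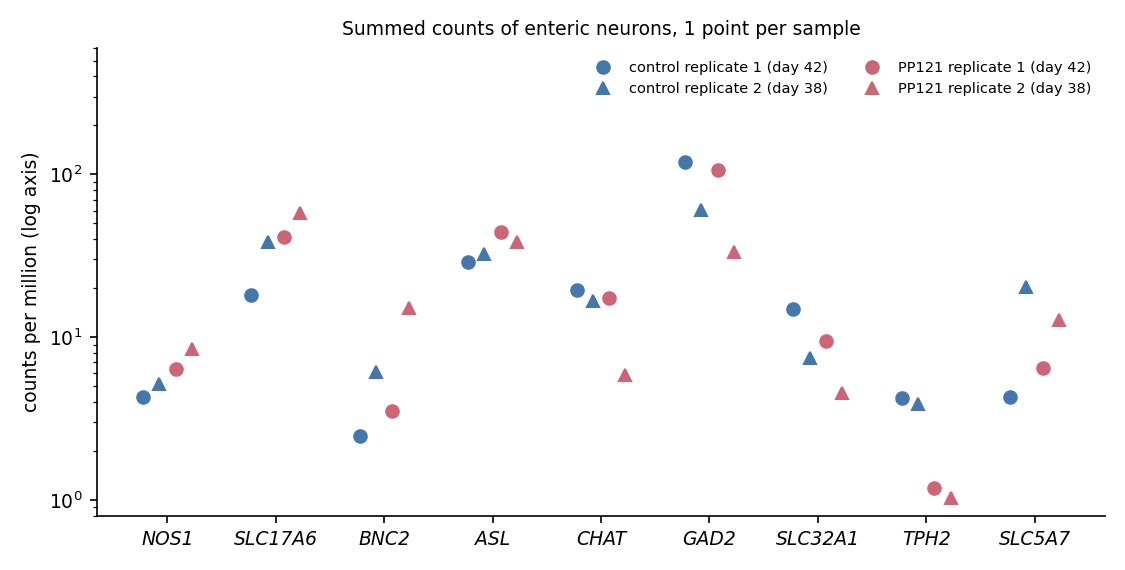
CPM in the summed counts of enteric neurons (y axis, log scale) for 9 of the listed genes (x axis), with 1 point per sample. NOS1 lies between 4.27 and 5.14 in control and between 6.42 and 8.45 in PP121 samples, and SLC17A6 spans 18.1 to 38.7 in control samples of different days.

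In progenitors, 0 of 20260 genes passed without a block and 962 had an unadjusted p under 0.05. With the replicate block 349 genes passed, 236 higher and 113 lower with PP121, and with progenitors from joint clusters 768 passed, of which 318 were among the 349. The smallest p without a block belonged to AL137139.2 (log2 fold change 1.72, SE 0.24), AC137494.1 (−1.44, SE 0.21) and AC087564.1 (−1.34, SE 0.19), each with an edgeR adjusted p of 0.247. With the block the largest rises were those of BMP5 (2.65), RAPGEF4-AS1 (2.32), ROR2 (1.85), AL008633.1 (1.84) and TMEM132C (1.82), and the largest falls those of PSD4 (−2.37), PLD5 (−1.81), AC016987.1 (−1.78), MT-ATP6 (−1.51) and PCED1B (−1.51). PLD5 did not pass with joint progenitors, where it changed by −0.62 (edgeR adjusted p with the block 0.0716).

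In NO neurons, 0 of 15239 genes passed without a block and 2131 had an unadjusted p under 0.05. With the replicate block 1594 passed, 1034 higher and 560 lower with PP121, and with NO neurons of the joint class 1242 passed, of which 1237 were among the 1594. Where NO neurons were defined by at least 2 NOS1 UMIs, 0 genes passed without and with the block (214 and 173 with an unadjusted p under 0.05). The smallest p without a block belonged to PCDH11X (log2 fold change 1.31, SE 0.15, edgeR adjusted p 0.0966), SEMA5A (1.56, SE 0.18, 0.0966) and AC139720.1 (1.51, SE 0.18, 0.0983), each higher in both PP121 samples. The largest rises with the block were those of PRDM6 (3.79 without the block), BNC2 (3.36 without the block), AL008633.1 (2.63), AC016885.2 (2.42) and GRIK1 (2.06). PRDM6 rested on 70 and 58 UMIs in 8 and 8 nuclei of the PP121 replicates, BNC2 on 24 and 42 UMIs in 9 and 6 nuclei and AC016885.2 on 25 and 38 UMIs in 12 and 10 nuclei. Among the largest falls, CCDC190 had 97 and 29 UMIs in control and 14 and 0 UMIs in PP121 replicates. The others were IQGAP2 (−2.08), LINC01280 (−1.91 without the block), PLAC1 (−1.96) and LINC00326 (−1.86), with 3, 6, 3 and 3 UMIs in PP121 replicate 2. NOS1 rose by 1.40 (SE 0.45, edgeR adjusted p 0.252, with the block 1.78e-06), a value that is not independent of the definition of the NO neuron.

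In the other neurons, 0 of 20183 genes passed without a block (2174 with an unadjusted p under 0.05) and 2044 with the replicate block, 1138 higher and 906 lower. With joint classes 756 passed, of which 753 were among the 2044. The smallest p belonged to CA10 (log2 fold change 1.85), DPYD (0.98) and C4orf47 (1.20), each with an edgeR adjusted p of 0.412. With the block SHOX (3.11), AC105389.3 (2.63), AL008633.1 (2.61), NREP-AS1 (2.34) and ADCY8 (2.21) rose most, and MT-ND3 (−1.57), PCP4 (−1.53), MT-ATP6 (−1.51), AL118516.1 (−1.41) and MT-CYB (−1.35) fell most.

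NO neurons of the deposited identity were compared with other neurons within samples. That identity rests on an imputed NOS1 value, which draws on the expression of other genes. The genes called are therefore not independent of the definition. Over all samples 10.2% of these NO neurons held a NOS1 UMI. Of 17713 genes, 2171 had an adjusted p under 0.05, 1396 higher and 775 lower in NO neurons, with NOS1 left out. The alternative that moved the count most was a definition of the NO neuron by at least 1 NOS1 UMI, with 68 genes. Without PP121 replicate 1 the count was 1240. The largest rises were those of AC090138.1 (log2 fold change 4.61, SE 0.26, edgeR adjusted p 8.97e-07), TAFA1 (3.58, SE 0.46, 0.000271), PTPRT (3.04, SE 0.21, 2.43e-06), ONECUT3 (3.02, SE 0.19, 1.37e-06) and THSD7B (2.90, SE 0.21, 3.02e-06), each higher in 4 of 4 samples. TAFA1 stood at 218.2 CPM in NO neurons of PP121 replicate 2, against 21.0 to 25.4 in the other samples. LINC02334 (−2.01), ST18 (−1.91), ROBO3 (−1.85), LMO1 (−1.67) and BCL11B (−1.62) fell most and were lower in 4 of 4 samples. ST18 had the opposite direction where NO neurons needed at least 2 NOS1 UMIs (0.41). Of the listed genes reported here, SLC5A7 (2.57) and SLC17A6 (0.94) were higher, and CHAT (−1.38) and SLC32A1 (−0.91) lower in NO neurons, all with an edgeR adjusted p under the threshold. ARG2 (0.34, higher in 3 of 4 samples) belongs to the module of genes that defines the NO neuron, so its rise is not independent of the definition. ARG2 changed direction with NO neurons defined by at least 1 NOS1 UMI, to −0.0054.

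**Figure D4:**
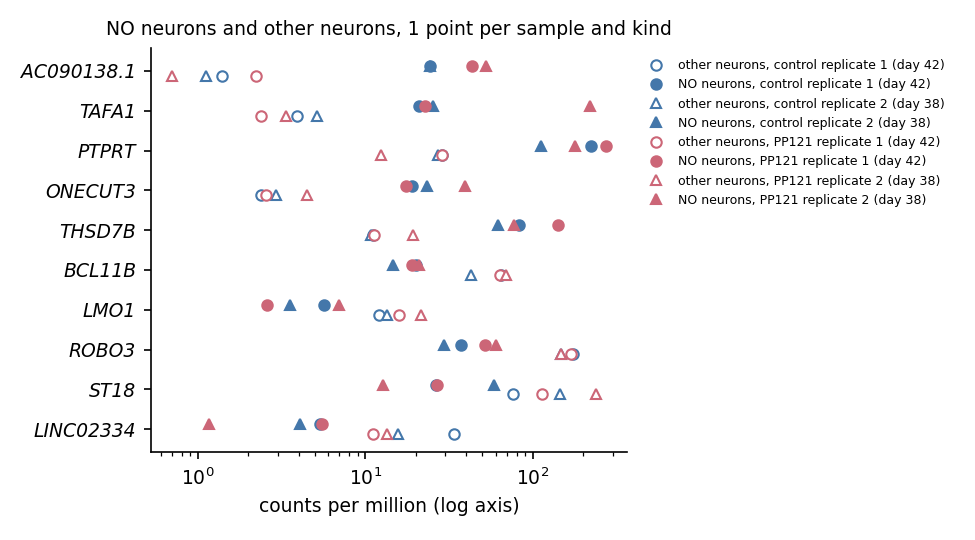
CPM (x axis, log scale) of the 5 genes with the largest rise and the 5 with the largest fall in NO neurons (filled) against other neurons (open), with 1 point per sample and kind of neuron. AC090138.1 lies between 24.2 and 52.2 in NO neurons and between 0.706 and 2.22 in other neurons.

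Whether the effect of PP121 differed between neurons and progenitors was tested directly. The interaction term gave 0 of 21787 genes (709 with an unadjusted p under 0.05), and 0 with the replicate as a block (1581 with an unadjusted p under 0.05). In a fit with the library as a block and the day within each class, 360 genes passed, 198 with a higher effect in progenitors and 162 with a lower one. With both classes from joint clusters 100 genes passed in that fit.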

Values the study reported

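The study screened 1,694 small-molecule inhibitors and named 12 compounds, PP121 among them, that raised the proportion of NOS1-positive neurons at least 8-fold in 2D cultures. In ganglioids of a NOS1-GFP line, it found GFP induction by PP121 to be highest with treatment from day 15 to day 20.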

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

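The tests of the removal of nuclei, of joint classes, of clusters at resolution 0.2 and of the crossed split were chosen after the results they address were seen.

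The effect of PP121 differed between enteric neurons and progenitors for 360 genes in the fit with the library as a block and the day within each class. The fits without these terms gave 0 genes, with 709 and 1581 genes at an unadjusted p under 0.05. A fit with few residual degrees of freedom could give calls for any contrast of the libraries. In the same fit, the split that sets control replicate 1 and PP121 replicate 2 against the other samples gave 0 genes (390 at an unadjusted p under 0.05). The error of that contrast is estimated from the PP121 effect itself, so its outcome follows from the calls above and decides nothing. The contrast of the days in the same form of fit gave 111 genes. Calls that arise from the 1 residual degree of freedom therefore remain open. A boundary between neurons and progenitors that lies differently in the control and the PP121 annotation may account for part of the genes, since 100 were called with classes from joint clusters. Joint clusters can themselves be moved by the treatment, so which boundary is right remains open. A response to PP121 that differs between the classes remains possible as a hypothesis.

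The share of progenitor 1 rose with PP121 on day 42 and fell on day 38, a difference between the days of −15.3 percentage points. This difference between days was not tested, since each day holds 1 sample per treatment. It was found among 30 shares compared between the days, of which 2 moved in opposite directions beyond both counting intervals. The removal of nuclei from the control samples alone is a candidate explanation, but with these nuclei put back the difference between days was −13.4 points. A boundary between the progenitor classes that was drawn differently in each sample is another, but joint clusters at resolution 0.2 gave −14.1 points. Under these clusters progenitor 1 held 20.4% in control and 22.9% with PP121 on day 42, and 26.7% and 15.1% on day 38. The rise on day 42 was smaller and the fall on day 38 larger than with deposited classes, so the boundary does move both effects. With every deposited nucleus the difference between days was 6.69 points, so the pattern changes with the nuclei that enter. That setting adds shallow nuclei with a transferred class, and errors of the transfer could also give this. A response that differs between day 38 and day 42 cannot be told from variation between single samples.

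The share of progenitor 2 fell with PP121 on day 42 and rose on day 38, a difference between the days of 9.65 percentage points that was not tested either. Under joint clusters at resolution 0.2 the share was higher with PP121 on day 42 too, by 2.60 points. A class boundary that differs between the annotations may therefore account for the opposite directions. On day 38 these clusters gave 30.3% with PP121 against 20.3% in control. Most of the difference between the days thus remained and is left unexplained by the boundary. With the removed nuclei put back the difference on day 42 was −0.893 points, which does not decide on the removal as an explanation.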

How the results depend on the processing

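Of 1968 values compared with another setting, 1240 were labelled the same, 39 weaker, 579 stronger, 87 moved and 23 reversed. A share under another setting was the same if it kept its direction, whatever its size. A count of genes was the same within 1.5-fold. A tested gene was the same if it kept its direction and its side of the threshold. R2, and values with a sample left out that had no test, had to move by less than a spread or error margin. Of the 1968 values, 1659 belong to 100 pairs of a named gene and a comparison (1030 the same, 32 weaker, 517 stronger, 68 moved, 12 reversed). Of 85 such pairs with a value under the replicate block, 74 passed the threshold with the block only. Many of these genes were named because they passed with the block, so this count largely follows from the choice of genes. With a sample left out, 385 of 400 values of named genes kept their direction. The rule names genes with both replicates of one treatment above both of the other, so this count also largely follows from the choice of genes. The replicate block combined with other settings, joint classes in the tests across genes, nuclei put back, clusters at resolution 0.2 and NO neurons with at least 1 NOS1 UMI were chosen after the data were seen. Where no cause is given, the cause was not tested.

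The difference in the share of progenitor 1 reversed to −4.55 points with clusters at resolution 0.2, −5.05 at resolution 0.4, −4.88 without regression, −2.92 with every deposited nucleus and −0.836 with removed nuclei put back. The share of neurons with a NOS1 UMI reversed to −0.271 points without thinning and −0.0395 points with at least 2 UMIs. Among transmitter genes, SLC17A7 (0.0177 points), SLC18A2 (−0.771) and SLC18A3 (0.161) reversed with thinning to 4000 UMIs, and SLC18A2 without thinning (−1.23). These shares rest on few UMIs, which limits them.

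Across the 4 values that each left out one sample, the difference in points ranged from −0.621 to 4.61 in the share of nuclei in each class: Progenitor 2, from −6.48 to 7.29 in the share of nuclei in each class: Mesenchymal, from −0.442 to 0.632 in the share of nuclei in each class: Epithelial, and from −0.0248 to 0.333 in the share of neurons with a NOS1 UMI. The differences in enteric neurons and progenitor 1 kept their direction in these 4 values but varied widely in size. Leaving out a sample unbalances the days, which mesenchymal nuclei follow. The share of enteric neurons also differed between the days in both treatments.

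R2 between control replicate 1 and PP121 replicate 2, which differ in day, was 0.951 in all nuclei, 0.946 in enteric neurons, 0.953 in progenitors and 0.927 in NO neurons. Between control replicate 2 and PP121 replicate 2 it was 0.969 in progenitors and 0.942 in NO neurons, and with at least 10 counts in every sample 0.941 in NO neurons.

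For genes between PP121 and control, counts are given for all nuclei, enteric neurons, progenitors, NO neurons and other neurons in this order, each against 0. They were 48, 102, 43, 131 and 53 with DESeq2's Wald test and 1, 69, 270, 752 and 795 without a filter. With equal numbers of nuclei, 1 gene was called in enteric neurons and 119 in NO neurons. NO neurons with at least 1 NOS1 UMI and a positive module score gave 15 genes, and those with at least 1 NOS1 UMI gave 26.

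With the replicate block the counts were 213, 3152, 349, 1594 and 2044. Together with the block, DESeq2's size factors gave 315, 2209, 338, 1572 and 1999, the Wald test 294, 640, 109, 160 and 392, removal of scrublet candidates 298, 2003, 323, 981 and 2065, and equal numbers of nuclei 309, 1832, 289, 964 and 433. Nuclei put back gave 138, 2930 and 455 in the first 3 of these classes with the block. Joint classes with the block gave 801, 768, 1242 and 756 in the last 4. NO neurons by at least 1 NOS1 UMI gave 158 with the block, and 78 with the module score as well.

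Of the listed genes, 11 passed among all genes with the replicate block, 5 with DESeq2's size factors and the block, 2 with the Wald test and the block, 4 without scrublet candidates, 5 with equal numbers of nuclei and 9 with nuclei put back. Adjusted over the list alone the counts with the block were 13, 12, 2, 10, 9 and 13 in the same order, against 1 without a block. That 1 became 0 with at least 10 counts in every sample, where TPH2 is no longer tested, and 0 with equal numbers of nuclei.

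PDGFRA reversed in enteric neurons, to 0.27 without scrublet candidates, 0.13 with equal numbers of nuclei, 0.25 and 0.13 with the replicate block added to these, and 0.17 and 0.21 with joint classes without and with the block. In other neurons PDGFRA reversed to 0.28, 0.0014, 0.27 and 0.045 under the first 4 of these settings. All rest on at most 45 UMIs per sample. Without PP121 replicate 2, BNC2 changed in enteric neurons by −0.25 and PDGFRA in all nuclei by −1.93.

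Between NO and other neurons the count of 2171 became 1409 with other neurons matched on UMIs, 225 with at least 2 NOS1 UMIs, 68 with at least 1, 628 without the sample block and from 1240 to 2232 across the 4 fits that each left out one sample. With at least 1 NOS1 UMI, ARG2 reversed to −0.0054, and with at least 2, ST18 to 0.41. The interaction gave 360 genes with the library as a block and the replicate within each class, and 100 with joint classes in that fit.

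Not run were counts of genes with a sample left out between treatments and for the interaction, where an arm of 1 sample has no call, classes with too few nuclei, and shares of neuron clusters.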

Other observations

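The tests of the crossed split, of joint classes, of the cilia programme and its doublets, of proliferating nuclei, of shared noise, of a deviating library, of maturity, of the preparation of nuclei, of the nitrergic share and of the splits between NO and other neurons were chosen after the results they address were seen.

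Genes passed between PP121 and control samples with the replicate as a block and not without it. A block fit with 1 residual degree of freedom might call genes for any split. In enteric neurons the split that sets control replicate 1 and PP121 replicate 2 against the other samples gave 0 genes with the day as a block (113 at an unadjusted p under 0.05), but its error is estimated from the PP121 effect, so this outcome follows from the PP121 calls and decides nothing. The split by day with the treatment as a block, which has the same error as the PP121 fit, gave 2015 genes. This explanation remains open. A class boundary that differs between the annotations may account for part of the calls, since joint classes gave 801 genes in neurons against 3152, with 789 shared. With joint classes the count in progenitors was higher than with deposited ones.

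Across genes in enteric neurons, the effect of PP121 correlated with the difference of day 38 from day 42 (r = 0.453, with each effect from a separate set of nuclei), so genes higher with PP121 tended to be higher on day 38. Genes are not independent replicates. The separate sets exclude noise shared by the contrasts as the cause. With joint classes the correlation was 0.518, which speaks against the class boundary. The spread of the crossed contrast, control replicate 1 and PP121 replicate 2 against the other samples, was 0.111 log2. It was 0.302 for PP121 and 0.272 for the day, which leaves little room for 1 deviating library as the whole cause in neurons. A part of the cause is not excluded there, since the crossed contrast correlated with the PP121 and day effects (r = 0.119 and 0.194). With joint classes these values were 0.0998 and 0.230. In progenitors the spreads were 0.181 for the crossed contrast, 0.246 for PP121 and 0.300 for the day, and the crossed contrast correlated with both effects (r = 0.241 and 0.244), so a deviating library is not set aside there. PP121 ganglioids may be in a less mature state, and in progenitors the correlation was 0.356, a value that a deviating library could also give; day and batch cannot be told apart here.

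MALAT1 took 6.48% and 5.90% of UMIs in control and 4.81% and 4.32% in PP121 samples. It took 6.14% and 5.71% against 4.06% and 3.90% in enteric neurons, 5.22% and 5.16% against 2.82% and 2.83% in NO neurons, and 6.69% and 5.60% against 5.52% and 4.59% in progenitors. A difference in the preparation of nuclei may lie behind this, and would act on all nuclei. The difference in progenitors was −1.09 percentage points, smaller than in neurons, and preparation and treatment cannot be told apart.

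CDC20B and CFAP299 belong to a list of 15 genes of motile cilia. A small set of nuclei with a motile cilia programme that is larger under PP121 is a candidate explanation. Nuclei with at least 3 other genes of the list held 92.9% and 84.3% of the CDC20B UMIs of PP121 replicates 1 and 2. In control replicates 1 and 2 the shares were 20.9% and 10.3%. These shares rest on few nuclei. Both the programme and CDC20B were present in 4 and 11 nuclei of PP121 replicates 1 and 2, against 7 and 3 in control. The unknown class held 524 of the 564 and 196 of the 235 CDC20B UMIs of PP121 replicates 1 and 2. Nuclei with the programme made up 8.03% and 5.05% of control and 9.07% and 9.92% of PP121 samples, which does not settle a rise on day 42. Doublets are an unlikely source of the whole CDC20B signal, since all 6 nuclei with at least 10 CDC20B UMIs stayed once scrublet candidates were removed and the log2 fold change of CDC20B was then 3.74. Nuclei with the programme did hold more scrublet candidates, 17.4% and 24.8% in control and 16.1% and 16.3% in PP121 samples against 7.05%, 7.82%, 6.24% and 7.42% of all nuclei, so doublets may add to the programme share.

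The nitrergic share was lower with PP121 on day 38. Lower depth is an unlikely cause, since PP121 neurons of day 38 had a median 315 UMIs above control. An identity call that takes in fewer nuclei without a NOS1 UMI could contribute: the share of nitrergic nuclei with a NOS1 UMI was 8.25 points higher with PP121 on that day, with overlapping intervals.

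Control nuclei annotated as neurons that fell into the joint progenitor 1 cluster may be proliferating nuclei. Of these, 8.70% had an MKI67 or TOP2A UMI, against 5.61% of other control neurons and 8.12% of control progenitor 1 nuclei. The shares were 10.3%, 5.36% and 8.70% in control replicate 1 and 6.62%, 6.10% and 7.57% in control replicate 2, so the samples differ and this stays open.

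Exchanging NO and other neurons within samples makes 8 splits. Only 1 of the 8 splits, the real one, gave as many genes, and the other 7 gave 0. With 8 splits the share cannot go under 0.05. An identity that draws on the expression of the genes tested would give this outcome too, so the splits do not test the definition.

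The share of neurons with a NOS1 UMI was 0.703% in control and 0.857% in PP121 ganglioids. The intervals overlapped on both days, and the permutation test cannot go below p = 0.333 with 2 against 2 samples. In the summed counts of enteric neurons, NOS1 had 4.27 and 5.14 CPM in control and 6.42 and 8.45 CPM in PP121 samples. The log2 fold change was 0.69 without a block (edgeR adjusted p 0.406) and 0.68 with the replicate block (0.0417). With the block and joint neurons it did not pass. No rise of the size quoted for the screen was seen in either measure. The comparison is not like for like, since the screen counted stained cells in 2D cultures given another dose. In ganglioids the study read induction by PP121 from a NOS1-GFP signal, which was not measured here.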
